# BMP signaling and cellular dynamics during regeneration of airway epithelium from basal progenitors

**DOI:** 10.1242/dev.126656

**Published:** 2016-03-01

**Authors:** Tomomi Tadokoro, Xia Gao, Charles C. Hong, Danielle Hotten, Brigid L. M. Hogan

**Keywords:** Airway epithelium, Basal cells, Cell shedding, Apoptosis, BMP signaling, SO_2_ injury, Regeneration, Homeostasis

## Abstract

The pseudostratified epithelium of the lung contains ciliated and secretory luminal cells and basal stem/progenitor cells. To identify signals controlling basal cell behavior we screened factors that alter their self-renewal and differentiation in a clonal organoid (tracheosphere) assay. This revealed that inhibitors of the canonical BMP signaling pathway promote proliferation but do not affect lineage choice, whereas exogenous Bmp4 inhibits proliferation and differentiation. We therefore followed changes in BMP pathway components *in vivo* in the mouse trachea during epithelial regeneration from basal cells after injury. The findings suggest that BMP signaling normally constrains proliferation at steady state and this brake is released transiently during repair by the upregulation of endogenous BMP antagonists. Early in repair, the packing of epithelial cells along the basal lamina increases, but density is later restored by active extrusion of apoptotic cells. Systemic administration of the BMP antagonist LDN-193189 during repair initially increases epithelial cell number but, following the shedding phase, normal density is restored. Taken together, these results reveal crucial roles for both BMP signaling and cell shedding in homeostasis of the respiratory epithelium.

## Abstract (precis)

**Summary:** In the mouse airway epithelium, regeneration after injury involves transient downregulation of BMP signaling to promote proliferation, followed by cell shedding to restore cell density.

## INTRODUCTION

Lung function is highly dependent on the cellular composition and integrity of the mucociliary epithelium lining the airway tubes and its interactions with the underlying mesenchyme. Epithelial integrity is important because the apical junctional complexes between the luminal cells provide the first line of defense against pathogens and inhaled particles, while allowing selective paracellular transport of ions and macromolecules (Flynn et al., 2009; Macara et al., 2014; Paul et al., 2014; Rezaee and Georas, 2014). Cellular composition is important because the specialized secretory and ciliated cells produce mucus and antimicrobial agents and remove entrapped particles from the lung. Airway epithelial cells can also produce immune modulators, a function shared with the monocyte-derived cells intercalated within the surface layer (Hallstrand et al., 2014; Hammad and Lambrecht, 2008; Persson et al., 2014). Given these multiple functions it is crucial that the cellular composition and architecture of the airway epithelium are quickly repaired after damage caused by viral or bacterial infection or by inhalation of smoke or toxic gases (reviewed by Hogan et al., 2014). Indeed, there is experimental evidence that failure of epithelial repair can lead to dysregulation of the underlying stroma and fibrosis and bronchiolitis obliterans-like conditions (O'Koren et al., 2013).

The task of maintaining and repairing pseudostratified airway epithelium falls mainly on the Trp63^+^ Krt5^+^ basal cells (BCs). These lie close to the basal lamina and make up 20-30% of the total population (reviewed by Rock et al., 2010). *In vivo* lineage-tracing studies in the pseudostratified mucociliary epithelium of the neonatal and adult mouse trachea have shown that BCs can function as classical stem cells and both self-renew and give rise to ciliated and secretory cells. Notch signaling promotes this differentiation, with low levels favoring the production of ciliated cells and high levels promoting secretory cell fate (Pardo-Saganta et al., 2015b; Paul et al., 2014; Rock et al., 2011b, 2009). Recent studies indicate that the Krt5^+^ BC population is heterogeneous. Some BCs appear to function as classic multipotent stem cells, while others are thought to be progenitors already committed to a ciliated or secretory fate (Mori et al., 2015; Pardo-Saganta et al., 2015a; Watson et al., 2015).

One approach to identifying the mechanisms regulating repair of the airway epithelium is to study regeneration of the mucociliary epithelium of the mouse trachea after killing the luminal cells by brief exposure to SO_2_ gas (Borthwick et al., 2001; Gao et al., 2015; Kim et al., 2012; Pardo-Saganta et al., 2015a; Rawlins et al., 2007; Rock et al., 2011b). Following sloughing of the dead cells the BCs quickly spread to cover the denuded basal lamina, establish intercellular junctional complexes and proliferate to generate a population of progenitor cells. These differentiate into mature ciliated and secretory cells, regenerating the epithelium by ∼2 weeks after injury. Epithelial damage also triggers changes in the underlying mesenchymal layer, including an early influx of neutrophils and macrophages (Tadokoro et al., 2014).

Based on what is known about repair mechanisms in other tissues (Chen et al., 2015; Eming et al., 2014; Hsu et al., 2014; Lee and Miura, 2014; Miyoshi et al., 2012) it is likely that multiple signaling pathways work together in the epithelial and mesenchymal compartments to orchestrate regeneration of the mucociliary epithelium. To identify potential regulators of repair we have previously used a 3D organoid (‘tracheosphere') assay to screen for factors and small molecules that modulate the proliferation and differentiation of BCs and their progeny. This led to the finding that the cytokine IL6, made predominantly by Pdgfra^+^ fibroblasts in the stroma early during repair, enhances the differentiation of BCs into multiciliated cells (Tadokoro et al., 2014). Here, using the same assay, we report that inhibitors of the BMP signaling pathway function as positive regulators of BC proliferation. By contrast, exogenous BMP ligands act as inhibitors, as reported recently for human nasal epithelial cells (Cibois et al., 2015). Gene expression studies support the idea that BMP signaling between the mesenchyme and epithelium plays a role in regulating epithelial proliferation *in vivo*. We therefore tested the hypothesis that inhibiting BMP signaling by systemic administration of LDN-193189, a small-molecule BMP signaling antagonist, would enhance repair by promoting BC proliferation. LDN-193189 treatment did indeed increase the size of BC clones and the number of differentiating progenitors that accumulate during the early phase. However, we found that apoptosis and active cell extrusion subsequently restore the original cell density of the epithelial cell layer, both during normal repair and after inhibitor treatment.

## RESULTS

### BMP ligands and inhibitors regulate the formation of 3D tracheospheres from BCs

To explore the signaling pathways that stimulate regeneration of airway progenitors we exploited a BC 3D organoid (tracheosphere) culture system (Fig. 1A) (Rock et al., 2009; Tadokoro et al., 2014). In this assay, single Trp63^+^ Ngfr^+^ Krt5^+^ BCs are seeded into extracellular matrix and cultured for 14 days under conditions in which they can self-renew and differentiate into either ciliated or secretory cells. At day 9, all spheres >50 μm in diameter are counted to give colony forming efficiency (CFE) and then the cultures are dissociated to estimate total cell number (proliferation). In some experiments spheres are also sectioned and examined histologically.

**Fig. 1.**
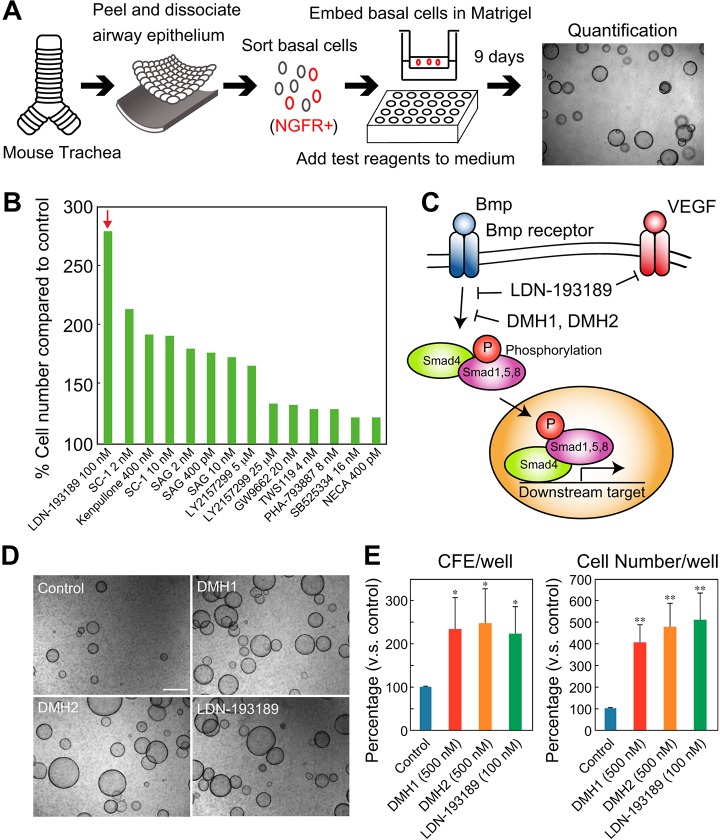
**BMP inhibitors promote cell proliferation of tracheal basal cells.** (A) Assay schematic. Ngfr^+^ basal cells (BCs) were cultured with test compounds in 50% Matrigel in 24-well inserts. The numbers of spheres and cells were quantified at day 9. To the right is a representative bright-field image of spheres at day 9. (B) The effect of potentiators/inhibitors of different signaling pathways in the assay. Bars show cell number as a percentage of the control. Data are the mean of duplicates. The red arrow indicates highest response. (C) Schematic of BMP signaling and inhibitors. LDN-193189 inhibits both BMP and VEGF signaling, whereas DMH1 and DMH2 show little or no effect on VEGF signaling. (D) Bright-field images of spheres in cultures with BMP inhibitors LDN-193189, DMH1 and DMH2. (E) The effect of BMP inhibitors on colony forming efficiency (CFE) and cell number. *P<0.01, **P<0.003 versus control (*n*=3). Scale bar: 500 µm.

Fig. 1 shows the results of a screen using small compounds that are either agonists or antagonists for specific intercellular signaling pathways (Table S1). We found that LDN-193189, a derivative of dorsomorphin (DMH1), is the most effective at promoting proliferation (Fig. 1B). Since LDN-193189 inhibits BMP, VEGF and p38 (Mapk1) signaling pathways, we also tested the effect of DMH1 and DMH2 (Boergermann et al., 2010; Hao et al., 2010). These compounds more specifically block the BMP pathway by inhibiting the phosphorylation of Smads but do not inhibit non-canonical p38 kinase or VEGF signaling (Fig. 1C) (Hao et al., 2010). Both DMH1 and DMH2 promote CFE and total cell number (Fig. 1D,E), supporting a model in which BMP signaling inhibits the proliferation of tracheal BCs and their progeny through phosphorylation of Smad1/5/8. DMH1 also promoted the serial propagation of BCs in the clonal organoid culture assay (Fig. S1).

We next tested the effect in the sphere assay of recombinant BMP ligands that signal through Smad1/5/8 (Brazil et al., 2015; Mueller and Nickel, 2012). Bmp4 reduces CFE and total cell number in a dose-dependent manner (Fig. 2A,C). Interestingly, Bmp5, which belongs to a different subclass of BMP ligands (Bmp5, 6 and 7) than Bmp2 and Bmp4, did not have an effect when tested at the same concentrations (Fig. S2). We then tested the activities of three protein inhibitors of BMP signaling, namely noggin (Nog), follistatin 288 (Fst) and chordin (Chrd), that function by blocking the binding of ligand to cell surface receptors (Brazil et al., 2015; Iemura et al., 1998). These all significantly promoted cell number but not CFE, with the most effective being Chrd (Fig. 2B,C).

**Fig. 2.**
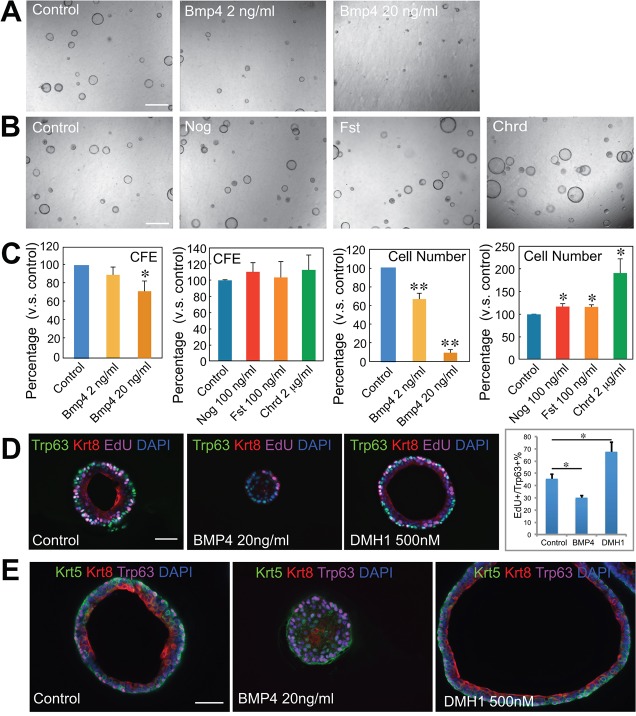
**BMP signaling regulates proliferation of tracheal BCs.** (A,B) Bright-field images of spheres treated for 9 days with (A) different concentrations of Bmp4 and (B) the BMP antagonists Nog, Fst and Chrd. (C) Effect of Bmp4 and BMP antagonists on CFE (left) and cell number (right). *P<0.01, **P<0.001 versus control (*n*=3). (D) Sections of spheres cultured for 7 days under different conditions and exposed to EdU for 2 h before harvest stained with antibodies to Trp63, Krt8 and EdU. The bar chart shows the percentage of Trp63^+^ cells that are also EdU^+^. *P<0.05. (E) Sections of spheres cultured for 9 days under different conditions stained with antibodies to Krt5, Krt8 and Trp63. Scale bars: 500 µm in A,B; 50 µm in D,E.

To determine the effect of Bmp4 and DMH1 on BC proliferation and differentiation we exposed spheres that had been cultured for 7 days to EdU for 2.5 h before harvesting and then fixed and analyzed them by immunohistochemistry. Both control and DMH1 spheres contained Trp63^+^ basal and Krt8^+^ luminal cells (Fig. 2D). By contrast, Bmp4-treated spheres contained only Trp63^+^ BCs. Analysis and quantification of EdU incorporation showed that the proliferation of Trp63^+^ cells was higher in DMH1-treated and lower in Bmp4-treated spheres than in controls. After 9 days of culture (Fig. 1E), Bmp4-treated spheres were still mainly composed of Trp63^+^ BCs, with very few Krt8^+^ cells around a small central lumen. By contrast, control and DMH1-treated spheres both had prominent lumens associated with Krt8^+^ luminal cells.

To test whether the effect of BMP is reversible, we switched cultures that had been exposed to 20 ng/ml Bmp4 for 7 days to either control medium or medium containing 500 nM DMH1 and continued culture for a further 7 days. Before switching, the average diameter of Bmp4-treated spheres was 51.7±2.8 µm (*n*=3). After 7 days in control medium the average diameter had increased to 120.4±1.9 µm, and to 131.1±2.9 µm in the presence of DMH1. Taken together, these studies show that Bmp4 inhibits the proliferation and differentiation of Trp63^+^ BCs but this effect can be reversed.

In a previous study, BCs from *Foxj1-GFP* transgenic mice were used to follow their differentiation into ciliated cells in organoid cultures (Tadokoro et al., 2014). Analysis of such cultures showed that LDN-193189 initially promoted the appearance of ciliated cells, but by day 14 there was no significant difference in the proportion of ciliated cells in treated cultures compared with controls (Fig. S3A). In addition, spheres exposed to LDN-193189 contained Scgb3a2^+^ secretory cells in about the same proportion as controls (Fig. S3B). Taken together with the data in Figs 1 and 2, these results suggest that inhibition of BMP signaling promotes the proliferation of BCs and their differentiation but does not, over the long-term, influence lineage choice.

### Dynamic expression of BMP signaling pathway components during repair

Given our findings in *in vitro* culture, we examined the expression of a number of key components of the BMP pathway in the trachea at steady state and during repair after SO_2_ exposure. Both Ngfr^+^ basal and Ngfr^–^ epithelial cells and mesenchyme express transcripts for *Bmpr1a*, *Bmpr1b* and *Acvr1* receptors at steady state (Fig. S4A). In addition, immunohistochemistry for phosphorylated Smad1/5/8 (Fig. 3B) showed that BMP signaling is active in both basal and luminal epithelial cells at steady state. Some positive cells are also present in the intercartilage mesenchyme. This includes fibroblast-like cells that express *Pdgfra* or *Bmp4*, as judged by the nuclear expression of GFP under the control of the respective genomic loci (Fig. 3B).

**Fig. 3.**
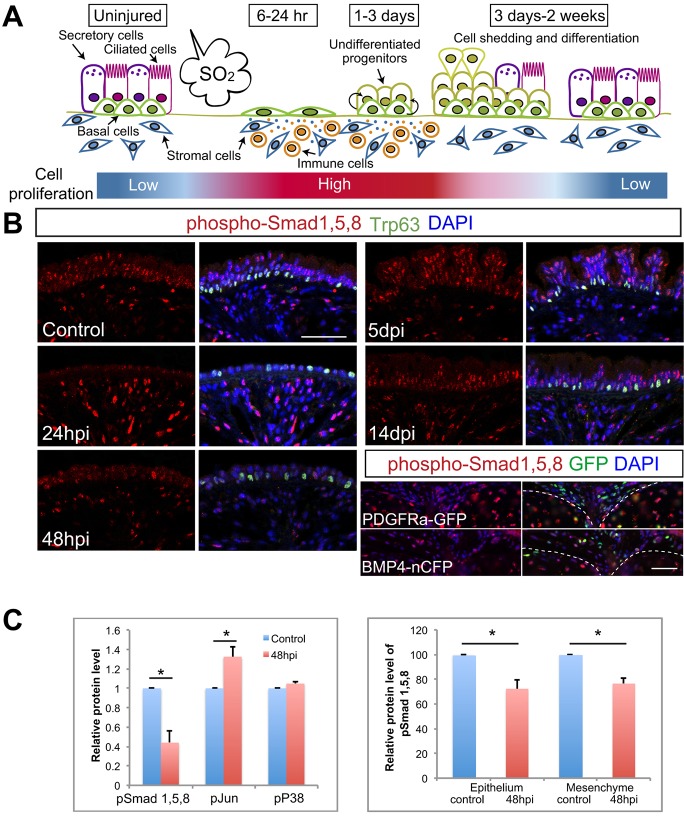
**Dynamic changes in BMP signaling during tissue regeneration.** (A) Schematic of repair of tracheal epithelium after SO_2_ injury. Luminal cells are sloughed off during the first 6-12 h after SO_2_ exposure (hpi) and BCs spread to cover the denuded area by 24 hpi. BCs proliferate and generate Krt8^+^ suprabasal descendants that accumulate and become multilayered during the first 6 days. Some differentiated ciliated and secretory cells are first detected around day 3 and regeneration of the epithelium is complete by 2 weeks. Evidence is presented here for cell shedding to restore homeostasis. (B) Phospho-Smad1/5/8 (red) levels in DAPI-stained nuclei of epithelium and mesenchyme during repair after SO_2_ inhalation. Phospho-Smad1/5/8 is seen in both Trp63^+^ BCs (green) and luminal cells. Note that not all cells are positive for phospho-Smad1/5/8. Bottom right panels show phospho-Smad1/5/8 in the intercartilage mesenchyme of uninjured tracheas. The cartilage is outlined (dashed line). Some phospho-Smad1/5/8^+^ cells are also positive for Pdgfra or Bmp4 (green). Scale bars: 50 µm. (C) Quantification of western blot analysis (Fig. S3) of phospho-Smad1/5/8, phospho-Jun and phospho-p38 in the total trachea before (control) and 48 h after (left) injury and phospho-Smad1/5/8 in the epithelium versus mesenchyme before and 48 h after injury (right). Values are the mean of triplicate (left) or duplicate (right) samples. *P<0.05.

By 24 h post injury (hpi), a time when more than 70% of the cells are proliferating, as judged by BrdU labeling (Rawlins et al., 2007), levels of phospho-Smad1/5/8 in the epithelium are significantly reduced. Levels remain low throughout the first 4 days of repair but, by 2 weeks, when the epithelium is fully regenerated, levels are back to normal. These findings were confirmed by western blot analysis of protein from either total tracheas or from epithelium and mesenchyme separately both before and 48 h after injury (Fig. 3C, Fig. S4B). By contrast, in total trachea, levels of phospho-p38 do not change and levels of phospho-Jun increase.

We next asked about changes in other BMP pathway components during repair. Quantitative RT-PCR analysis of total trachea (epithelium and mesenchyme) showed that, by 24 hpi, levels of transcripts for *Bmp4*, *Bmp5*, *Bmp6*, *Acvr1*, *Bmpr1a* and *Bmpr1b* were all reduced (Fig. 4A). By contrast, transcripts for the antagonist *Fst* were upregulated. Immunohistochemistry of tracheal sections from *Bmp4-nCFP* ‘knock-in' reporter mice (Fig. 4B) showed that Bmp4 is expressed at steady state predominantly in cells in the subepithelial mesenchyme, and in some luminal cells. At 24 hpi, expression is still seen in the mesenchyme, albeit at lower levels, and is absent from the epithelium. At the same time, combined *in situ* hybridization and immunohistochemistry indicated that *Fst* is upregulated in both Krt5^+^ BCs and in the mesenchyme (Fig. 4C). Our findings at 24 hpi were confirmed and extended at 48 hpi using microarray analysis of genes expressed in separated epithelial and mesenchymal cell populations (Fig. S5). For example, transcripts for *Bmp4* are reduced in both epithelium and mesenchyme at 48 hpi, whereas transcripts for *Fst* are elevated in both populations. In addition, the microarray data showed upregulation of the genes encoding the secreted BMP antagonists chordin-like 2 (Chrdl2) and follistatin-like 3 (Fstl3) in the mesenchyme, and the BMP modulator twisted gastrulation 1 (Twsg1) in the epithelium.

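The epithelial arrays of this experiment were analysed here. They hold RNA from 3 control samples and from 3 samples taken 48 h after injury. Each sample was a pool of 4 tracheas, and the injury was 4 h of exposure to 500 ppm SO_2_. Before RNA extraction the epithelium was separated by protease digestion and depleted of CD45+ leukocytes. The mesenchymal arrays were not analysed here. The authors hybridized the RNA to Affymetrix mouse arrays with 45101 probe sets and normalized the signals by robust multi-chip analysis (RMA), so that the values used here are on a log2 scale, from 2.01 to 14.6. The array annotation gave 1 gene symbol for 34958 probe sets, several for 932 and none for 9211. For each of 18193 genes, the probe set with the highest mean over all 6 arrays was used, and control and 48 hpi epithelium were compared with limma. A gene was called higher or lower at an adjusted p below 0.05, by the Benjamini-Hochberg method over all genes. Values are given as mean ± SD (n = 3 pools), and changes as 48 hpi minus control on the log2 scale with the standard error (SE). As a measure of background, the 95th percentile of 79 probe sets for olfactory, vomeronasal and trace amine receptors was taken, which was 4.94 in control and 4.81 at 48 hpi. The number of arrays limits the precision, since an exact permutation test of 3 pools against 3 cannot give a two-sided p below 0.1 for a single gene.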

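Genes of the cell cycle rose together in the epithelium at 48 hpi, and most markers of ciliated and secretory cells fell. All 24 measured genes of G1/S and DNA replication were higher than in control epithelium. Among them were Uhrf1, which maintains DNA methylation at replication, with a log2 change of 4.07 (SE 0.17), Rrm2, a subunit of ribonucleotide reductase, with 3.95 (SE 0.18), and Mcm3, a part of the replicative helicase, with 3.74 (SE 0.14). All 28 measured genes of G2/M and mitosis were also higher, among them Birc5, which encodes survivin, with 3.91 (SE 0.11), and Ube2c, which acts in mitotic exit, with 3.38 (SE 0.09). Of 29 ciliated cell markers 24 were lower and none was higher. Hydin, which encodes a protein of the ciliary axoneme, fell by 1.12 (SE 0.13) on the log2 scale, and the cilia gene Fam183b fell by 3.03 (SE 0.44), to a level within background. Of 16 secretory cell markers 13 were lower and none was higher. Pigr, the receptor that carries IgA across the epithelium, fell by 2.46 (SE 0.41), and Foxa3, a transcription factor of mucous cells, fell by 1.12 (SE 0.13), to a level within background. Cldn10, a claudin gene, had a log2 change of −1.77 (SE 0.30). Scgb3a2, a secretoglobin, had values of 14.3 ± 0.03 in control and 13.6 ± 0.43 at 48 hpi. With the methods' t-test after adjustment, 6 ciliated and 5 secretory cell markers were called, all lower. With a common median and with equal hybridization controls 1 ciliated cell marker was called higher. Adjusted over the list alone, the counts were 24 and 28 higher for the cell cycle lists, 24 lower and 1 higher for ciliated cells and 14 lower for secretory cells.
Over all genes, 3527 were higher and 3191 were lower at 48 hpi, a balance that depends on the scaling, with 4409 higher and 837 lower when the arrays were shifted to equal hybridization controls. The largest rises were those of Ppbp, a chemokine known from platelets (8.49, SE 0.20), Il33, an epithelial alarmin (5.71, SE 0.33), Fst, Lgals1, which encodes galectin-1 (4.48, SE 0.29), and Mtm1, which encodes myotubularin (4.08, SE 0.21). Uhrf1, Cdca5, Cxcl3, Lrr1 and Rrm2 were also among the 10. On the probe sets used, Ppbp, Il33, Fst, Cxcl3 and Lrr1 had control levels within background, so the size of their rise and their order depend on low values. Counted from the background level, their rises were 125-fold, 28.9-fold, 14.9-fold, 3.65-fold and 7.37-fold. The other probe sets of Lrr1 had log2 changes of 1.32, from a control level above background, and 1.56. A further probe set of Mtm1 had a change of −0.17. The largest falls were those of Sftpa1, a surfactant protein gene (−4.76, SE 0.62), S100g, Dmbt1, Cxcl15, Tmem212, Calml4, Atp13a5, Ces1f, Cdhr4 and Pon1 (−3.28, SE 0.46). Cxcl15 and Calml4 fell to levels within background at 48 hpi, which limits the size of their falls. Among markers of cells outside the epithelium, none of 7 neutrophil, 9 lymphocyte and 7 endothelial markers passed limma's test (1, 0 and 0 at an unadjusted p below 0.05, and 0 in each with the methods' t-test after adjustment), 1 of 11 fibroblast markers was lower (Dcn, −1.85, SE 0.38), and so was 1 of 8 cartilage markers (Chad, −2.68, SE 0.42). Of 16 leukocyte and macrophage markers 3 were lower, among them Lyz2 (−3.14, SE 0.78) and Csf1r (−0.84, SE 0.15, with 2 dimmer probe sets not called), and 1 was higher. The higher one, Coro1a, had levels within background, 3.72 in control and 4.07 at 48 hpi. Adjusted over the list alone, 2 of these markers were lower and 0 higher. The control levels of Dcn, Chad and Lyz2 were 10.3, 11.7 and 13.8. Of the same lists, only 1 of 11 fibroblast, 2 of 8 cartilage and 5 of 16 leukocyte and macrophage markers were above background in control. The falls of Dcn, Chad and Lyz2 therefore do not show a loss of fibroblasts, cartilage cells or macrophages from the pools. Which cells these transcripts came from was not tested. Under the alternatives, 1 neutrophil marker was called higher in 5 of them, 1 lymphocyte marker without control replicate 2, and 1 endothelial marker when every probe set was tested. Without control replicate 3, 1 of the leukocyte and macrophage markers was called, and the fibroblast markers called without 48 hpi replicate 1 were 4, of which 3 were higher.
Against all other genes, limma's camera test with its preset correlation of 0.01 gave adjusted p = 1.8e-20 for G1/S and DNA replication, 5.4e-29 for G2/M and mitosis, 6.6e-07 for ciliated and 2.2e-05 for secretory cell markers. With an estimated correlation the adjusted p was 0.4, 0.4, 0.61 and 0.61 in the same order. None of the 34 lists passed that version, although every gene of both cell cycle lists was higher. BMP receptors missed it too (adjusted p = 0.4 from camera), with an estimated correlation of 0.0045, below the preset value. A miss there therefore does not show that correlation between genes accounts for a list. Without control replicate 2, control replicate 3 or 48 hpi replicate 3, the number of ciliated cell markers called lower was 14, 15 and 15. 48 hpi replicate 3 stood apart from the others of its group, with correlations across probe sets of 0.991 and 0.992 to them, against 0.996 between these.

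**Figure D1:**
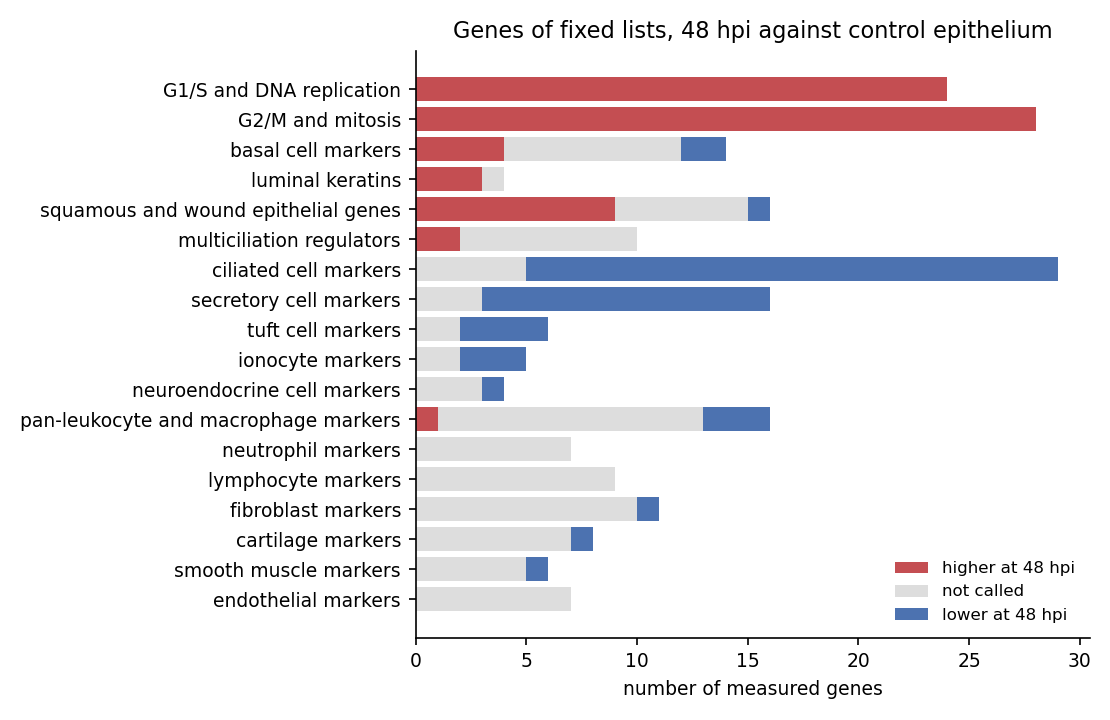
Number of measured genes of 18 gene lists that were higher at 48 hpi, lower at 48 hpi or not called, in tracheal epithelium (3 pools against 3, limma, adjusted p below 0.05). Every gene of both cell cycle lists was higher, and 24 of 29 ciliated cell markers were lower.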

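Fst rose in the epithelium from 3.90 ± 0.53 in control to 8.84 ± 0.90 at 48 hpi (SD, n = 3 pools), a log2 change of 4.94 (SE 0.43, adjusted p = 0.000124 from limma). Its control level lay within the background of the arrays. A further probe set of Fst gave a change of 4.50 (SE 0.34). Bmp4, a BMP ligand, fell from 6.75 ± 0.43 to 5.68 ± 0.51 (SD, n = 3 pools), a log2 change of −1.07 (SE 0.28, adjusted p = 0.0183 from limma), and was above background in both groups. For both genes the 3 arrays at 48 hpi did not overlap with the 3 control arrays (exact permutation test, two-sided p = 0.1, the smallest that this design allows). The call of Bmp4 was lost without control replicate 1 (log2 change −0.82, adjusted p = 0.057 from limma). It was also lost with the methods' t-test on the epithelial arrays alone (unadjusted p = 0.0505, adjusted p = 0.12). The two-way analysis of variance over both tissues, by which the paper selected genes, was not repeated. Over 18 alternatives the adjusted p of Bmp4 ranged from 0.0036 to 0.12.

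**Figure D2:**
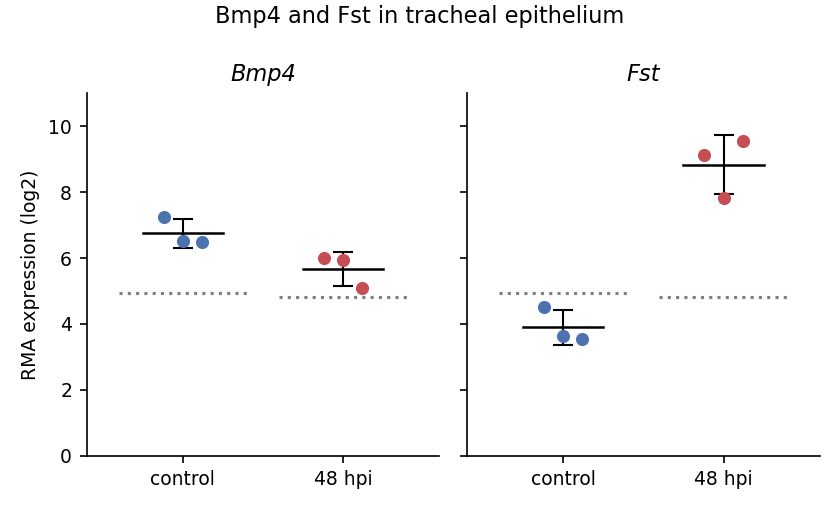
RMA expression (log2) of Bmp4 and Fst in each pool of control and 48 hpi epithelium, as points, with the mean and SD as bars. Dotted lines mark the background level of each group. Every 48 hpi value of Fst lies above, and every 48 hpi value of Bmp4 below, the control values.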

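Twsg1 is represented by 4 probe sets, which did not move alike in the epithelium. The brightest probe set had values of 9.34 ± 0.11 in control and 9.00 ± 0.21 at 48 hpi (SD, n = 3 pools), a log2 change of −0.34 (SE 0.12, adjusted p = 0.0642 from limma), which did not pass the test. The dimmest probe set rose from 4.35 ± 0.25 to 5.02 ± 0.12 (SD, n = 3 pools), a change of 0.68 (SE 0.14, adjusted p = 0.006 from limma over all probe sets), from a control level within background to just above it. The other 2 had changes of 0.19 (SE 0.10) and 0.04 (SE 0.10), which did not pass the test. The mean of the 4 probe sets differed by 0.14 (adjusted p = 0.28 from limma). Over 18 alternatives, most of them with limma, the adjusted p for Twsg1 ranged from 0.006 to 0.99. Among them, Twsg1 was called lower with repeated quantile normalization (−0.47, adjusted p = 0.019 from limma). It was also called lower with array weights (−0.29, adjusted p = 0.049 from limma). Both calls rest on the brightest probe set, the only 1 of the 4 with a lower mean at 48 hpi. It belongs to the s probe sets of the array. With x and s probe sets left out, the change of Twsg1 was 0.19 (adjusted p = 0.18 from limma).

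**Figure D3:**
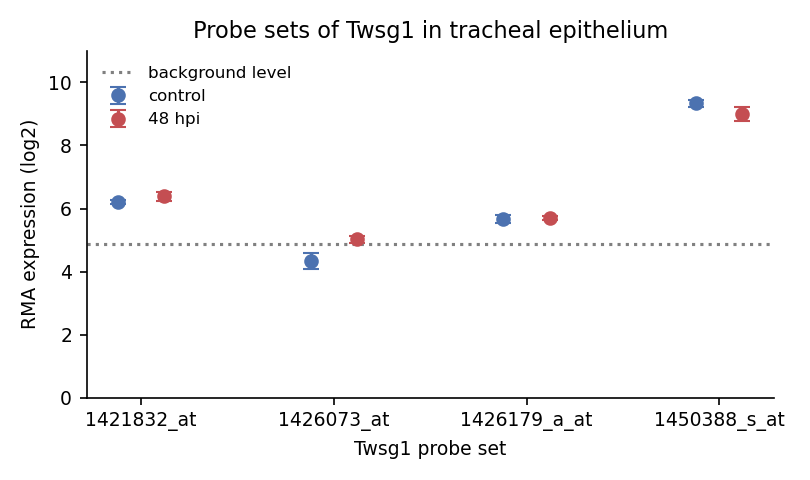
RMA expression (log2) of the 4 probe sets of Twsg1 in control and 48 hpi epithelium, as mean and SD of 3 pools. The dotted line marks the background level over all arrays. The brightest probe set has the lower mean at 48 hpi, and the other 3 have the higher mean at 48 hpi.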

**Fig. 4.**
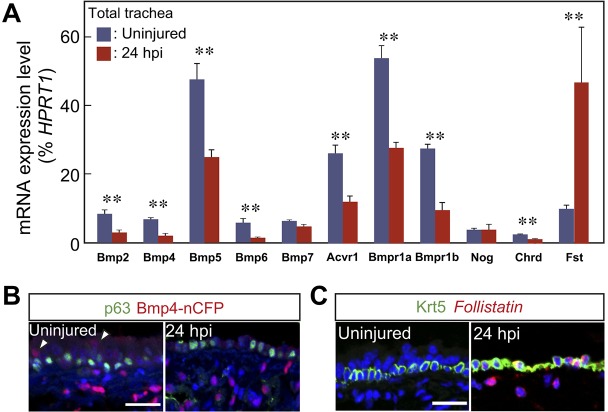
**Expression of Bmp-related genes during tissue regeneration.** (A) Quantitative RT-PCR analysis of transcripts for genes encoding some BMP ligands, receptors and antagonists in total trachea before and after injury. (B) *Bmp4-nCFP* expression (red) in trachea before and after injury. Arrowhead indicates weak expression of *Bmp4* in the epithelium above Trp63^+^ BCs (green). (C) After injury, *Fst* transcripts (red) are detected by *in situ* hybridization in both the Krt5^+^ BCs (green) and mesenchyme. **P<0.01 versus uninjured (*n*=3). Scale bars: 20 μm.

Taken together, these results support a model in which BMP signaling is transiently downregulated in the epithelium during repair. This reduction is likely to occur as a result of decreased expression of genes encoding BMP ligands and receptors, and the upregulation of genes encoding antagonists, in particular Fst.

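Of 11 genes known as transcriptional targets of BMP signaling, 9 were lower and none was higher in epithelium at 48 hpi than in control (9 lower when adjusted over the list alone). Bambi, which the study picked from its arrays, is among them. The median change was −0.60 for this list, against −1.12 for ciliated and −1.02 for secretory cell markers in the same pools, and a change in the mix of cells was not separated from a change within cells. Id3, which encodes an inhibitor of basic helix-loop-helix factors, fell from 9.34 ± 0.08 to 8.02 ± 0.08 (SD, n = 3 pools), a log2 change of −1.32 (SE 0.09, adjusted p = 3.72e-05 from limma). The inhibitory Smad genes Smad6 and Smad7 fell by 0.85 (SE 0.09) and 0.84 (SE 0.11) on the log2 scale, and Id2 fell by 0.61 (SE 0.11). Id1 had a change of −0.34 (SE 0.11, adjusted p = 0.0401 from limma), but a change of 0.0049 when the arrays were shifted to equal hybridization controls, and its call was lost under 9 alternatives, among them leaving out any 1 control array. Of 8 Smad and Smurf genes, Smad6 and Smad7 were lower and none was higher. With equal hybridization controls 0 of the 8 were called, and with every probe set tested 2 were higher and 3 lower. After the shift to equal hybridization controls Smad6 and Smad7 still had changes of −0.50 each. That shift also moves control replicate 1 apart from the other controls, which adds spread. Smad1, Smad5 and Smad9, which encode the Smads activated by BMP receptors, were not called, with changes of 0.17 (SE 0.08), −0.02 (SE 0.10) and 0.01 (SE 0.11). Smad9 was not above background, so its value says little, and another probe set of Smad5 rose by 0.91 (SE 0.10). For the target genes limma's camera test gave adjusted p = 0.00082, and adjusted p = 0.47 with an estimated correlation. The count of target genes called was 2 after the shift to equal hybridization controls and 5 with the methods' t-test after Benjamini-Hochberg adjustment, all lower in both cases.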

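In the epithelium, more genes for BMP ligands and receptors were lower than higher at 48 hpi, and among the antagonists and modulators Fst rose. Of 11 measured ligand genes 4 were lower and none was higher. Bmp6 fell from 6.53 ± 0.49 to 4.94 ± 0.26 (SD, n = 3 pools) and Bmp5 from 8.37 ± 0.11 to 7.66 ± 0.25, with log2 changes of −1.59 (SE 0.24) and −0.71 (SE 0.13). Bmp4 was the third of them, and Bmp2 (−0.48, SE 0.11) did not exceed background. Bmp7 was not called (−0.21, SE 0.12), although another of its probe sets rose by 0.97 (SE 0.13). With the mean of probe sets Bmp7 was called higher (0.32, adjusted p = 0.016 from limma). Of 7 receptor genes 5 were lower and none was higher. The type I receptor genes Bmpr1b and Acvr1 fell by 0.93 (SE 0.12) and 0.35 (SE 0.11) on the log2 scale, and the type II receptor genes Bmpr2, Acvr2a and Acvr2b by 0.43 (SE 0.09), 0.42 (SE 0.09) and 0.52 (SE 0.13). Bmpr1a, with a change of −0.21 (SE 0.08, adjusted p = 0.0897 from limma), was not called. For each of Bmp5, Bmpr1b, Bmpr2, Acvr1, Acvr2a and Acvr2b, at least 1 dimmer probe set was not called. Of 21 antagonist and modulator genes, 12 of them not above background, 1 was higher and 5 were lower. The counts were 2 higher and 3 lower with a common median, 2 higher and 2 lower with equal hybridization controls, and 2 were higher under 4 further alternatives, among them leaving out 48 hpi replicate 2. Those that fell included Fstl1 (−1.79, SE 0.29), Crim1 (−0.97, SE 0.10), which binds BMPs at the cell surface, Nbl1 (−0.65, SE 0.11) and the pseudoreceptor gene Bambi (−0.60, SE 0.19). The calls of Acvr1 and Bambi were lost under 9 alternatives each, among them leaving out any 1 control array, with log2 changes from −0.47 to −0.007 for Acvr1 and from −0.79 to −0.26 for Bambi, and the call of Acvr2b was lost under 4. Fst, Twsg1, Bambi, Crim1, Chrdl2 and Fstl3 are genes the study picked from its arrays, so their part of this count is not independent evidence.
Adjusted over the list alone, 4 ligands and 6 receptors were lower, and 1 antagonist or modulator was higher and 5 were lower. Limma's camera test gave adjusted p = 0.18 for ligands, 0.011 for receptors and 0.6 for antagonists and modulators, and adjusted p = 0.61, 0.4 and 0.68 with an estimated correlation. When the arrays were shifted to equal hybridization controls, 2 ligands and 1 receptor were called, all lower, and without control replicate 3 the receptors called were 3. The paper reads the reduction of BMP signaling from lower phospho-Smad1/5/8 (Fig. 3), and gives lower expression of ligands and receptors and higher expression of antagonists, in particular Fst, as its likely basis.

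**Figure D4:**
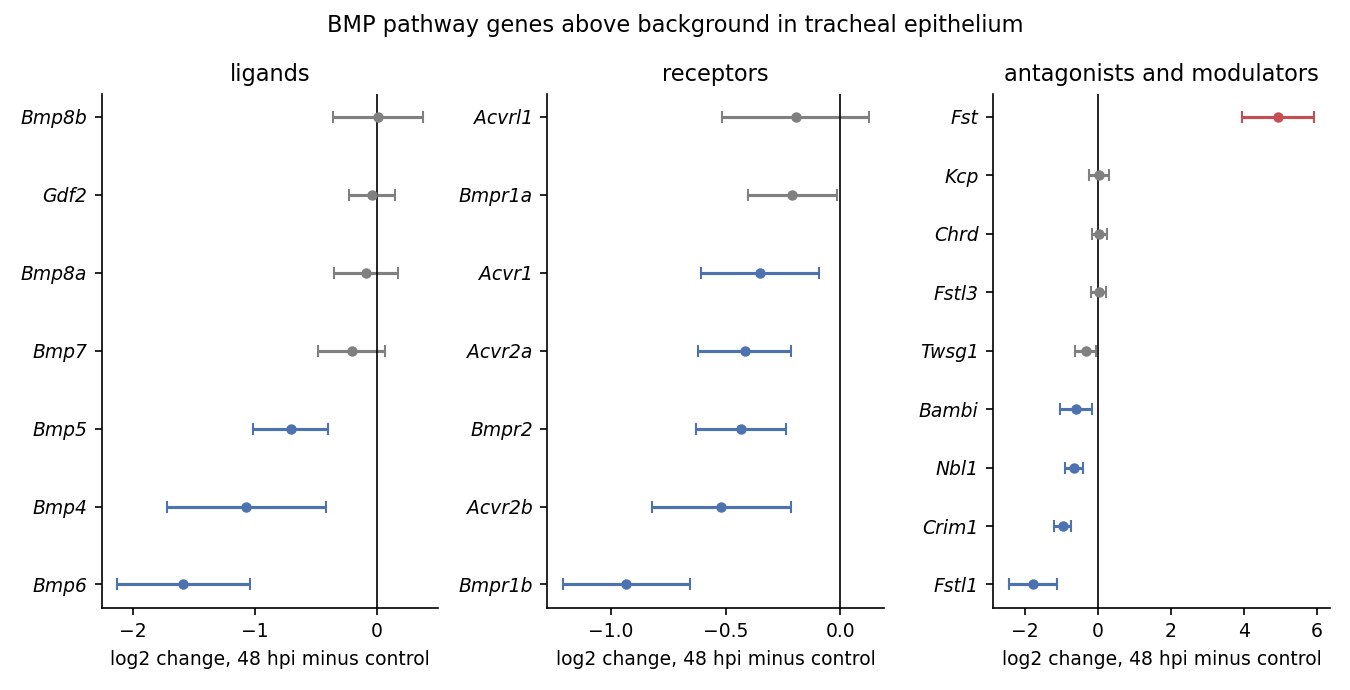
Log2 change, 48 hpi minus control, of the BMP ligand, receptor, and antagonist and modulator genes above background in tracheal epithelium, with 95% confidence intervals from limma (3 pools against 3). Red marks genes called higher, blue genes called lower and grey genes not called. Fst, at 4.94, is the gene called higher, and the scale differs between the panels.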

### The BMP signaling inhibitor LDN regulates BC proliferation during repair *in vivo*

Given that BMP antagonists promote the proliferation of BCs and their progeny in culture and that BMP signaling through Smad1/5/8 is downregulated during repair, we asked whether giving LDN-193189 systemically after injury would enhance the regenerative process. Previous studies have used this compound to inhibit BMP signaling *in vivo* in mice (Steinbicker et al., 2011; Tsugawa et al., 2014; Yu et al., 2008), with positive effects on liver regeneration.

We examined the potential effect of LDN-193189 in two ways: by counting epithelial cell number in the tracheas of treated mice versus controls (see later); and by quantifying the size of clones derived from lineage-traced Krt5^+^ BCs. For clonal analysis, *Krt5-CreER;Rosa-Tomato* mice were treated with a low dose of tamoxifen (2.5 μg/g body weight) through oral gavage to induce lineage labeling of well-separated BCs (Fig. 5A). After 1 week, mice were exposed to SO_2_ for 4 h just after receiving an intraperitoneal (i.p.) injection of DMSO (control) or 3 mg/kg LDN-193189. Mice were treated with inhibitor daily and harvested at 3 days post injury (dpi) (Fig. 5B). Analysis of the tracheal epithelium showed that, on average, the number of cells per clone was small (3.3), with many cells staying as single cells, both in the dorsal and ventral trachea. However, with LDN-193189 treatment clone size was significantly increased (5.8) (Fig. 5C) in both regions. This result indicates that suppression of BMP signaling promotes BC proliferation *in vivo*.

**Fig. 5.**
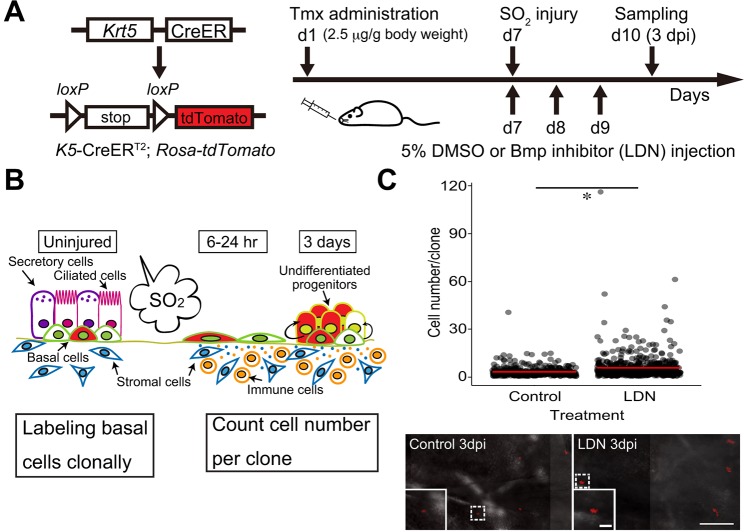
**Inhibition of BMP signaling promotes clonal expansion of BCs.** (A) Schematic of clonal analysis of BCs *in vivo*. Krt5^+^ BCs were labeled clonally with a low dose of tamoxifen (2.5 µg/g body weight). One week later, mice were given 5% DMSO or 3 mg/kg body weight LDN-193189 by i.p. injection and exposed to SO_2_ for 4 h. Mice were then treated with drug every 24 h and tracheas harvested at 3 dpi. (B) Schematic of clonal expansion of BCs after injury. Individual BCs were labeled at steady state (red) and clones expanded after injury. Both single cells and clusters were considered to be ‘clones'. (C) (Top) Clone size (cell number/clone) at 3 dpi with and without LDN-193189 treatment. Red bars show the average number of cells/clone: 3.3 for control and 5.8 for LDN-193189-treated mice, respectively. Data are from three mice. *P=5.478×10^−16^ by Mann–Whitney–Wilcoxon test. (Bottom) Whole-mount image of tracheal epithelium from *Krt5-CreER;Rosa-Tomato* mouse that had received a low dose of tamoxifen, showing typical clone distribution and size 3 days after SO_2_ injury. Inset shows higher magnification of the clone in the boxed area. Scale bar: 200 μm at low magnification and 50 μm at high magnification.

### Evidence for active apoptotic cell extrusion during epithelial regeneration

Previous studies using the SO_2_ injury model demonstrated that early in repair the epithelium is more disorganized and multilayered than at steady state, or after regeneration is complete (Tadokoro et al., 2014). Quantification from histological sections (Fig. S6) shows that the number of cells per unit of basal lamina, averaged along the whole trachea, peaks at 4 dpi, at about twice the steady-state level (Fig. 6A). This correlates well with changes in the total number of epithelial cells in the trachea, a value that also peaks at ∼4-5 dpi before returning to control levels by 2 weeks (Fig. 6B). These findings suggest that after 4-5 dpi there is a dynamic loss of crowded epithelial cells to restore cell density. Mechanisms based on either apoptotic or non-apoptotic cell extrusion have been reported in other *in vivo* and *in vitro* systems involving cell crowding (Eisenhoffer et al., 2012; Macara et al., 2014). We therefore examined the surface of the regenerating tracheal epithelium using whole-mount immunohistochemistry for caspase 3, a marker for apoptotic cells. Whereas caspase 3^+^ cells are rare at steady state (Fig. 6D, Fig. S6), there are many such cells in the regenerating epithelium at 6 dpi, when cell density is declining. Moreover, individual caspase 3^+^ cells are located in the center of rosettes of columnar cells with high concentrations of apical F-actin, consistent with the squeezing out of cells by contraction of actin rings. This interpretation is supported by real-time confocal imaging of the live tracheal epithelium of Rosa membrane-targeted Tomato/membrane-targeted GFP (Rosa-mT/mG) mice treated with the fluorescent caspase substrate Nucview (Fig. 6E, Fig. S6C). Finally, immunohistochemistry of tracheal sections at 5 dpi showed that caspase 3^+^ cells are Krt8^+^ luminal cells and not Pdpn^+^ BCs (Fig. 6F). These data also clearly show that the ratio of Krt8^+^ to Pdpn^+^ cells is higher at 5 dpi than in controls (Fig. 6F, see legend).

**Fig. 6.**
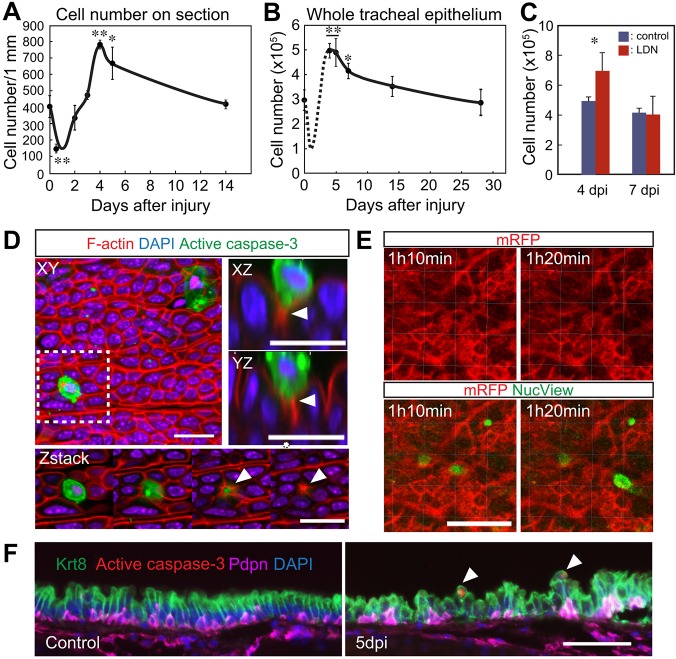
**Regulation of cell number in tracheal epithelium by cell extrusion during repair.** (A) Number of epithelial cells per mm along basal lamina after injury (*n*=3 mice). (B) Total epithelial cell number in a single trachea (*n*=3 mice). The number at day 1 is estimated from the data in A. (C) Total tracheal cell number at 4 dpi and 7 dpi with or without systemic LDN-193189 treatment (*n*=3 tracheas for control and *n*=5 tracheas for LDN-193189 treated). *P<0.05, **P<0.01 versus uninjured (*n*=3). (D) Confocal images of whole tracheal epithelium at 6 dpi after immunohistochemistry showing apoptotic cells (cleaved caspase 3^+^, green) and F-actin (red). The lower panels show images at different levels of the region boxed in the upper left panel. Upper right panels are enlarged images of an apoptotic cell being extruded. Arrowheads indicate the actin ring in neighboring cells. (E) Snapshots from live cell imaging of tracheal epithelium of a Rosa-mT/mG mouse (red marks epithelial cell membranes) exposed to the caspase 3 substrate Nucview (green). (F) Sections of trachea before injury and at 5 dpi stained with antibodies to Krt8 (luminal cells), Pdpn (BCs) and active caspase 3. The ratio of Krt8^+^ to Pdpn^+^ cells is 1.50±0.34 in the control (total cells counted=642) compared with 2.3±0.38 at 5 dpi (total cells counted=735). Arrowheads mark the site of cell extrusion. Scale bars: 20 µm in D; 30 µm in E; 50 μm in F.

Given these results, we examined whether LDN-193189 affects not only BC proliferation but also the accumulation and then active extrusion of luminal cells during repair. The total number of tracheal epithelial cells is increased in LDN-193189-treated mice compared with controls at 4 dpi (Fig. 6C). However, by 7 dpi there is no statistical difference in epithelial cell numbers in treated versus untreated tissue.

## DISCUSSION

Here, we use both an *in vitro* clonal organoid culture system and an *in vivo* injury model in the mouse trachea to explore mechanisms involved in the maintenance and regeneration of the pseudostratified mucociliary airway epithelium from basal progenitors. These studies are likely to be relevant to the human lung, in which the majority of the intralobar airways are lined by a pseudostratified epithelium with TRP63^+^ KRT5^+^ BCs (Rock et al., 2010). In human airways, cycles of luminal cell loss and regeneration are likely to occur as a result of infection by respiratory viruses or exposure to inhaled gases and stomach contents. Sloughing of dead epithelial cells is also reported in severe asthma (Penberthy et al., 2014). The main new finding of the current study is that regeneration of the mucociliary epithelium after loss of luminal cells involves the interplay of two counteracting processes. The first is the exuberant accumulation and multilayering of new progeny of BCs that is enabled, at least in part, by the transient downregulation of BMP signaling in the epithelium through Smad1/5/8. The second process is the active extrusion of apoptotic cells from the crowded epithelium, so that the pre-injury cell density is eventually restored.

### Dynamic expression of BMP signaling pathway components during repair

According to our model (Fig. 7), BMP signaling in the pseudostratified mucociliary airway epithelium normally acts as a brake on cell proliferation and helps to keep BCs quiescent. A critical event in regeneration after loss of luminal cells by SO_2_ injury is the downregulation of BMP signaling, manifest as a decrease in epithelial phospho-Smad1/5/8 levels (Fig. 3). Taken together, our evidence from both *in vitro* and *in vivo* approaches suggests that this decrease in BMP signaling involves several interrelated processes. These include a reduced expression of BMP ligands – for example Bmp4 in the mesenchyme – as well as decreased expression of receptors and increased levels of BMP antagonists in both epithelium and mesenchyme.

**Fig. 7.**
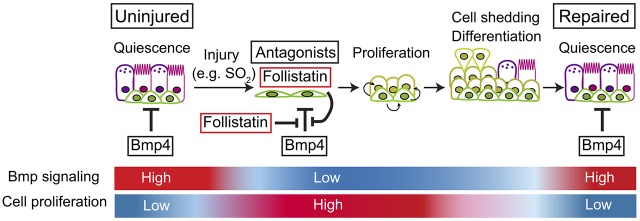
**Proposed role of BMP signaling during repair of the tracheal epithelium.** At steady state, Bmp4, expressed mainly in the mesenchyme, maintains a low rate of cell proliferation in at least a subset of the BC population. After injury, the BMP antagonist Fst is transiently upregulated both in surviving epithelium and mesenchyme. This, in turn, leads to enhanced epithelial proliferation and differentiation into luminal cells. Cell crowding leads to extrusion and shedding of apoptotic cells and ectopic BMP inhibitors do not increase the final cell density.

The model that we propose is not without complications that need to be resolved by further studies. For example, the gene encoding Bmp5 shows higher expression in the trachea than Bmp4, yet the protein apparently has no effect on the tracheosphere assay (Fig. S2). Differential effects of BMP subclasses through different receptors have been reported in other systems (Lavery et al., 2008). It is also possible that Bmp5 normally functions in the airway as a heterodimer, with Bmp2 for example. Another complication is that, whereas transcripts for *Fst* increase significantly after injury, transcripts for other antagonists are decreased (e.g. *Twsg1*, *Bambi* and *Crim1* in the mesenchyme, and *Chrd* in the total trachea) (Fig. 4, Fig. S5). This discrepancy might reflect heterogeneity of cell types in these populations, especially the mesenchyme, and future clarification might come from the analysis of gene expression changes in specific subpopulations of single cells. Certainly, Fst shows the largest change in expression during repair (2.4-fold increase in the mesenchyme and 30-fold increase in the epithelium at 48 hpi). However, this antagonist can bind both BMPs and activins, so it is possible that part of its function is to block signaling through non-BMP pathways *in vivo*. 

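The rise of Fst in the epithelium amounted to 30.7-fold (95% confidence interval 15.5 to 61.0, limma). Against the mean of the control pools, the 3 pools at 48 hpi gave 37.3-fold, 15.3-fold and 50.7-fold. Because the control values of Fst lay within background, the rise was also taken from the background level of the control arrays, which gave 14.9-fold. Among 54 measured genes of the BMP lists Fst had the largest change. The next were falls, of Fstl1, which encodes a secreted glycoprotein related to follistatin (3.46-fold higher in control than at 48 hpi), and of the ligand gene Bmp6 (3.00-fold higher in control). Leaving out 1 array at a time gave folds from 23.9 to 43.5.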

Currently, we do not know why exogenous Fst has only a small effect on cell proliferation in the tracheosphere assay, whereas Chrd, LDN-193189 and DMH1/2 efficiently promoted proliferation (Fig. 2). In an intestinal organoid culture assay system the effect of the BMP antagonist Chrdl2 was only seen under certain culture conditions and not others (Seiler et al., 2015). Finally, we do not know which cells in the tracheal mesenchyme express Fst, Fstl3 and Chrdl2 and whether signals from inflammatory cells induce upregulation, as seen in other systems (Akiyama et al., 2013).

There is ample and compelling evidence from studies of other epithelial tissues, such as skin and hair follicles and mammalian intestine, that BMP signaling through phospho-Smad1/5/8 functions as a negative regulator of stem/progenitor cell proliferation. Moreover, expression of antagonists plays an important role in orchestrating repair and regeneration (Genander et al., 2014; Hsu et al., 2014; Kandyba et al., 2013; Kosinski et al., 2007; Lewis et al., 2014; Oshimori and Fuchs, 2012; Seiler et al., 2015). In the case of the hair follicle there is evidence that BMP signaling not only regulates progenitor cell proliferation but also cell fate choice in differentiation. However, in our studies the current data do not support such a role, and it appears that the effect of BMP signaling in the large airways of the adult lung is largely through proliferation.

### Cell shedding as part of a rheostat controlling airway epithelial architecture

Previous lung studies had shown that apoptotic airway epithelial cells can be phagocytosed by other epithelial cells in a Rac1-dependent manner, at least in the context of asthma (Juncadella et al., 2013; Penberthy et al., 2014). Here, we present the first evidence, using live cell imaging in the context of airway regeneration after injury, that apoptotic cells are squeezed out of the crowded epithelium by the constriction of neighbors. As a result, the epithelial crowding seen in the first few days after injury is relieved and normal density is attained. Moreover, it appears that compounds such as LDN-193189 that promote epithelial proliferation can enhance repair by transiently increasing cell density during early phases of regeneration, but do not change the final tissue composition. These findings raise interesting questions about the mechanisms that initiate and terminate cell shedding during repair, and what determines final epithelial cell density and packing at different levels along the conducting airways. In many tissues a crucial role has been identified for the Hippo-Yap pathway in linking properties such as cell polarity and shape, mechanical tension, matrix stiffness and packing density to epithelial cell proliferation (Gumbiner and Kim, 2014; Macara et al., 2014). Significantly, recent studies have shown that loss of Yap from tracheal BCs leads to conversion of the pseudostratified tracheal epithelium into a simple columnar epithelium, while overexpression leads to hyperplasia and stratification rather than cell shedding (Zhao et al., 2014). Precisely how Yap signaling changes during regeneration of the mucociliary epithelium and how this interacts with the BMP signaling pathway and cell shedding mechanisms remain to be determined.

## MATERIALS AND METHODS

### Animals

*Krt5*-CreER^T2^ (Van Keymeulen et al., 2011), *Rosa-tdTomato* (Rock et al., 2011a), *Foxj1-GFP* (Ostrowski et al., 2003), *Rosa-mT/mG* and *Pdfgra^tm11(EGFP)Sor^* (The Jackson Laboratory) were maintained on a C57BL/6 background. *Bmp4-nCFP* (Jang et al., 2010) was maintained on an ICR background. All experiments were performed in accordance with IACUC-approved protocols.

### Tracheosphere culture

Ngfr^+^ BCs isolated as described (Rock et al., 2009) from C57BL/6 or *Foxj1-GFP* mice were suspended in MTEC/plus medium (Rock et al., 2009), mixed 1:1 with growth factor-reduced Matrigel (Corning Life Sciences), and seeded at 1000 cells/well in 24-well 0.4 μm pore inserts (#3470, Corning Life Sciences). Factors were added to the medium in the lower well, and the medium changed every other day. MTEC/SF medium (Rock et al., 2009) was used from day 7. Images were taken using an AxioVert 200M (Carl Zeiss). Spheres were counted at day 9 and dissociated using dispase (BD Biosciences, 354235; 70 µl/well at 37°C for 30 min) and 0.1% trypsin/EDTA (GIBCO, 15400-054) and cell number counted using a hemocytometer. For quantifying GFP^+^ cells, dissociated cells were fixed with 2% paraformaldehyde (PFA) in PBS, and analyzed using FACSCanto (BD Biosciences). For quantifying proliferation, spheres were incubated in 10 μM EdU for 2 h and staining carried out using Click-iT EdU Imaging Kit (Invitrogen). Bmp4, Bmp5, recombinant mouse Chrd and follistatin 288 were from R&D Systems. LDN-193189 was from Stemgent, recombinant mouse Nog was from PeproTech and DMH1 was from Sigma (D8946).

### Immunohistochemistry

Mouse tracheas were fixed with 4% PFA in PBS at 4°C for 4 h, washed with PBS, and embedded in paraffin for sectioning. Tracheas were sectioned longitudinally in the midline along the dorsal-ventral axis at 7 µm. Sections were deparaffinized, rehydrated and subjected to antigen retrieval in 10 mM sodium citrate (pH 6.0) at 121°C for 10 min. After blocking with 10% donkey serum, 3% BSA and 0.1% Triton X-100 in PBS, sections were incubated with primary antibodies in blocking buffer at 4°C overnight. For immunohistochemistry of phospho-Smad, optimal results were obtained if sections were subsequently incubated at 37°C for 2 h. Primary antibodies were: rabbit Krt5 (1:1000; Covance, PRB-160P); mouse Trp63 (1:100; Santa Cruz, SC-8431); rabbit phospho-Smad1/5/8 (1:500; gift from Dr Edward Laufer, Columbia University); chicken GFP (1:500; Aves Labs, GFP1020; this antibody reacts with both GFP and CFP proteins); rabbit active caspase 3 (1:200; BD Biosciences, 559565); mouse acetylated tubulin (1:1000; Sigma, T7451); and rabbit Scgb3a2 (1:500; gift from Dr Shioko Kimura, National Cancer Institute NIH Bethesda). Alexa Fluor-labeled secondary antibodies (Invitrogen and Jackson ImmunoResearch) were used at 1:500 dilution. For detecting F-actin, samples were incubated with Alexa Fluor 555-labeled phalloidin (1:40). After secondary antibody staining, nuclei were stained with DAPI, and sections mounted in FluoSaver (Calbiochem). Confocal images were obtained using an LSM 710 inverted confocal microscope (Carl Zeiss).

### *In situ* hybridization

Paraffin sections were deparaffinized and rehydrated, and treated with proteinase K (20 µg/ml, Invitrogen) for 10 min followed by acetylation with triethanolamine for 10 min at room temperature. After prehybridization, DIG-labeled probes (300 ng/ml) were hybridized at 65°C overnight. For the *Fst in situ* probe see Table S2. After washing once with 2×SSC for 20 min and four times for 20 min each with 0.2×SSC at 65°C, slides were blocked with 10% heat-inactivated sheep serum in TBS (50 mM Tris-HCl, 50 mM NaCl pH 7.5) for 1 h, and incubated with HRP-conjugated sheep anti-DIG antibody (1:1000; Roche Applied Science, 11207741910) in 1% heat-inactivated sheep serum/PBS at 4°C overnight. To detect Krt5, slides were incubated with anti-Krt5 antibody followed by secondary antibody and DAPI for counterstaining. Slides were incubated with TSA-Cy3 (PerkinElmer) for 10 min.

### Quantitative RT-PCR and western blot analysis

Total RNA was extracted from whole tracheas using the Direct-zol RNA MiniPrep Kit (Zymo Research). cDNA was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad), and quantitative RT-PCR was performed with iQ SYBR Green Supermix (Bio-Rad) using a StepOne Plus system (Applied Biosystems). For primer sequences see Table S2.

Western blot analysis was performed on protein extracts from total trachea, epithelium and mesenchyme. Equal amounts of protein were separated by SDS-PAGE and transferred onto polyvinylidene fluoride membranes. Membranes were blocked for 1 h with 5% (w/v) dried milk in PBS containing 0.1% Tween 20, and incubated with phospho-Smad1/5/8 antibody (1:1000; Cell Signaling, 9511), phospho-p38 antibody (1:2000; Cell Signaling, 4511), phospho-SAPK/JNK (Thr183/Tyr185) (G9) antibody (1:1000; Cell Signaling, 9255) and β-actin antibody (1:3000; Abcam, ab8226) in blocking buffer overnight at 4°C, followed by HRP-conjugated secondary antibody (Bio-Rad). Proteins were visualized using the ECL detection system (FEMTOMAX-110, Rockland Immunochemicals). The phospho-Smad1/5/8 band was validated by a positive control (HMEC1 cell treated with Bmp9) and phospho-p38 and phospho-Jun bands by molecular weight.

### Microarray analysis

Epithelium isolated by protease digestion from control and 48 hpi tracheas was incubated in 0.1% trypsin, 1.6 mM EDTA for 20 min at 37°C, followed by gentle pipetting. Mouse CD45 (Ptprc) MicroBeads (Miltenyi Biotec) were used to deplete CD45^+^ leukocytes. The mesenchyme remaining after removal of epithelium was frozen in liquid nitrogen and ground up before RNA extraction. Four tracheas were used per biological replicate.

RNA was extracted using the RNeasy Micro Kit (Qiagen) and quality checked with a 2100 Bioanalyzer (Agilent Technologies). RNA was processed using Ambion MessageAmp Premier by the Duke Microarray Facility. Standard Affymetrix protocols and GeneChip Mouse Genome 430 2.0 were used to generate .cel files. Genomics Suite 6.5 (Partek) was used to perform data analysis. Robust multi-chip analysis (RMA) normalization was performed on each data set. Two-way ANOVA and fold change analyses were performed to select target genes differentially expressed between control and 48 hpi data sets of both epithelium and mesenchyme. 

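Within the epithelium the comparison of control with 48 hpi has 2 groups, for which an analysis of variance equals the methods' t-test. Of 54 measured genes in 5 BMP lists, 2 were higher at 48 hpi and 23 were lower at the methods' threshold on the unadjusted p. The higher ones were Fst (log2 change 4.94) and Smad1 (0.17). Those that were lower included the target gene Id3 (−1.32), the modulator gene Crim1 (−0.97), the receptor genes Bmpr1b (−0.93), Bmpr1a (−0.21) and Acvr1 (−0.35), and the ligand genes Bmp6 (−1.59), Bmp5 (−0.71) and Bmp2 (−0.48). Bmp4 (−1.07, unadjusted p = 0.0505 from the t-test) narrowly missed it, and Twsg1 (−0.34, unadjusted p = 0.0701 from the t-test) did not pass it. After Benjamini-Hochberg adjustment over all genes, 1 of the 54 genes was higher and 14 were lower, against 1 higher and 22 lower with limma. The analysis of variance over both tissues, with the mesenchymal arrays, was not repeated here.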

The top differentially expressed genes in the BMP signaling pathway were selected with *P*<0.05 based on ANOVA test. Data have been deposited at NCBI GEO with accession number GSE69058.

### SO_2_ injury and repair model

Male mice (8-12 weeks age) were exposed to 500 ppm SO_2_ for 4 h. In some experiments mice were injected with 5% DMSO (v/v) or 500 µM LDN-193189 (4-{6-[4-(piperazin-1-yl)phenyl]pyrazolo[1,5-a]pyrimidin-3-yl}quinoline) to give a dose of 3 mg/kg body weight through i.p. injection just before exposure and at 24 h intervals thereafter.

### Quantification of cell numbers in tracheal epithelium during repair

Images were taken at three different positions (two ventral and one dorsal) along midline longitudinal sections of tracheas (*n*=3 for each time). For quantification of whole epithelium, tracheas from the larynx to just above the carina were incubated with dispase, the epithelium peeled from the basement membrane, and cells counted after trypsinization. Control experiments using flow cytometry showed that 98.3% of the cells are Epcam^+^ at 4 dpi.

### *In vivo* clonal analysis

Male mice at 8-12 weeks of age were given tamoxifen in corn oil (2.5 µg/g body weight) through oral gavage. One week later, mice were exposed to SO_2_ with or without LDN-193189 treatment and tracheas harvested at 3 dpi. Tiled images of whole trachea were obtained from three control and three LDN-193189-treated mice using an LSM 710 inverted confocal microscope (Carl Zeiss). Clones separated by at least five cell lengths were counted. A total of 384 and 553 clones were counted from control and LDN-193189-treated tracheas, respectively. Statistical significance was determined by Mann–Whitney–Wilcoxon test.

### Live cell imaging

Tracheas from Rosa-mT/mG mice 6 days after SO_2_ injury were harvested with minimal distortion. They were opened longitudinally and incubated at 37°C in Hanks' balanced salt solution with added Ca^2+^ and Mg^2+^, 20 mM HEPES (pH 7.4), 10 mM glucose and Nucview 488 caspase 3 substrate (Biotium, 1 μM final concentration) added 15 min before imaging. The tracheas were held flat with a slice anchor (Warner Instruments, #64-0266) and time-lapse images taken every 10 min for up to 2 h using a water-immersion lens and a Leica SP8 confocal microscope.

### Statistical analysis

All results are mean±s.d. For sphere assays (except the initial screen, which was performed in duplicate) triplicate wells were set up using cells pooled from multiple tracheas. Statistical significance was determined by unpaired Student's *t*-tests unless stated otherwise.

How the deposited data were processed for this re-analysis (not part of the article)

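Tracheal epithelium from control mice and from mice killed 48 h after exposure to 500 ppm SO_2_ for 4 h was profiled on Affymetrix Mouse Genome arrays, with 3 samples per group and 4 tracheas pooled per sample. The samples were grouped by the condition that their labels and the paper give. The mesenchymal samples were not analysed here, so the two-way analysis of variance over both tissues was not repeated.

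The deposited values are on a log2 scale. According to the paper, the authors extracted the RNA after depletion of CD45+ leukocytes, amplified it with MessageAmp Premier, hybridized it and normalized each data set by robust multi-chip analysis (RMA) in Partek 6.5. The submitters' processing notes name Affymetrix Expression Console 1.1 as well. The values range from 2.01 to 14.6, and the medians of the 6 arrays lie between 4.89 and 4.99. The values come without detection calls, and 45101 probe sets are listed, 64 of them control probe sets.

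Probe sets were named by the array annotation, whose symbols were checked by Entrez ID against RefSeq genes of GRCm38.p6. Of the probe sets, 34958 have 1 gene symbol, 932 have several and 9211 have none. The control probe sets were left out. Of 34945 probe sets with 1 symbol that were used, 34754 matched by Entrez ID and 0 changed symbol. For each of 18193 genes the probe set with the highest mean over the 6 arrays was kept, whatever the group. Of 9010 genes with more than 1 probe set, 306 had a probe set called higher and another called lower. Of the genes in the text with values under the alternatives, 59 have more than 1 probe set. When all probe sets were tested together, 21 of these genes were called on the probe set used and not on another, and 5 were called on another and not on the probe set used (Bmp7, Smad5, Trp63, Twsg1 and Yap1, whose other values are given).

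Control and 48 hpi epithelium were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) without a block, and p-values were adjusted over all genes by the Benjamini-Hochberg method, with a threshold of 0.05. Levels were set against the 95th percentile of the group means of 79 probe sets for olfactory, vomeronasal and trace amine receptors, genes taken as not expressed in trachea. By this measure 12272 genes were above background in at least 1 group, and 458 called genes were not. For 34 gene lists, fixed from general knowledge of airway cells and pathways before the data were examined, members called in each direction were counted over all genes and over the list alone. Each list was also tested with camera (preset correlation 0.01, and an estimated correlation) and with fry, adjusted over the lists. Of the listed genes, those without a probe set of their own symbol were left out. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

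The named genes are the 10 with the largest rise and the 10 with the largest fall among genes past the threshold whose arrays did not overlap between the groups, the genes the paper names, and members of the lists with the smallest p. In lists of 8 or fewer genes every called member counts, and in longer lists the 4 with the smallest p. This names 171 genes, most of which appear in the text. Pf4 is named beside them because the platelet test, set before its result was seen, rests on it. The test was checked on simulated data with 18193 genes and 3 arrays per group, of which 200 were changed. It called 26.9% of genes changed by 0.5, 79.1% of those changed by 1 and 97.0% of those changed by 2 on the log2 scale. Of 141 calls 0 had the wrong direction and 6 were of unchanged genes. The real comparison called 6718 genes, far more than were changed in the simulation, so these shares need not hold for it. The number of arrays per group, 3, limits the precision.

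Alternatives were a mean-variance trend, robust empirical Bayes estimates, the methods' t-test, repeated quantile normalization, shifts to a common median or to equal hybridization controls, a filter on dim probe sets, other choices of probe set, the replicate number as a block, array weights, leaving out each array in turn and stricter thresholds. All of them, the test and the rule for named genes were set before the data were examined. None was added later.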

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

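The results below concern genes that the paper does not discuss, with values at 48 hpi above those of the control samples. The platelet test was set before its result was seen, and the neutrophil test was chosen after it was seen.

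Ppbp had the largest rise of all genes, 8.49 on the log2 scale (SE 0.20), from 3.41 in control, within background, to 11.9 at 48 hpi, which is 125-fold above the background level. RNA from platelets is argued against, since 0 of 10 measured platelet markers were called by limma (0 higher and 1 lower at an unadjusted p below 0.05), their median change was −0.053, and Pf4, another abundant platelet chemokine gene, changed by 0.05 with an upper 95% bound of 0.37. RNA from neutrophils left after CD45 depletion is argued against as well, since S100a8 changed by 0.32 with an upper 95% bound of 0.61, and S100a8 and S100a9 were not above background. 1 neutrophil marker was called higher with repeated quantile normalization, a common median, equal hybridization controls, array weights and without control replicate 1. A rise of Ppbp in the epithelial cells stays open as a hypothesis and was not tested.

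Il33 rose by 5.71 (SE 0.33), from a control level within background. Lgals1 had a log2 change of 4.48 (SE 0.29). Mtm1 had a change of 4.08 (SE 0.21) on the probe set used, 3.24 on another and −0.17 on the last. Uhrf1 had a log2 change of 4.07 (SE 0.17). Of 16 squamous and wound epithelial genes 9 were higher and 1 was lower.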

How the results depend on the processing

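Fst was called higher under every alternative tried, with log2 changes from 4.50 to 5.44, and all measured genes of G1/S (24) and of G2/M (28) were called with any 1 array left out. Of 2265 values of 120 named genes under the alternatives, 2092 kept their direction and their side of the threshold, 110 lost a call, 31 gained one and 32 changed sign. Signal over background limits what can be seen, since 458 of 6718 called genes were not above background. Unless stated, the cause was not tested.

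With the methods' t-test after adjustment, the genes called lower were 1920, BMP ligands 2, receptors 3, target genes 5, ciliated cell markers 6 and secretory cell markers 5, all lower, and oxidant response genes 4 (3 higher, 1 lower). The mean signal of the hybridization controls was 11.7 in control replicate 1, against 11.1 and 11.2 in control replicates 2 and 3. At 48 hpi it was from 10.9 to 11.1. The shift to equal hybridization controls therefore rests in part on control replicate 1. Shifting the arrays to equal hybridization controls raises the change of each gene by the same amount, by construction. It also moves control replicate 1 apart from the other controls, which adds spread within that group. A call lost under this shift can therefore reflect the added spread as well as a smaller change. It moved the median change of all genes from −0.02 to 0.32. It gave 4409 genes higher and 837 lower (84.0% of calls higher, against 52.5%), 2 BMP ligands, 1 receptor and 2 target genes, all lower, and 4 antagonists and modulators, 2 of them higher, and turned the balance to higher for junction genes (4 called), oxidant response genes (3), leukocyte and macrophage markers (3), fibroblast markers (5) and smooth muscle markers (1). A common median gave 4238 higher and 2445 lower (63.4% higher), with more higher than lower among 5 junction and 6 oxidant response genes called. The mean of probe sets called 3 receptors. Asking for at least a doubling, or a fall to the same degree, removes calls by construction and left 928 genes higher and 704 lower, 2 ligands, 0 receptors, 2 antagonists and modulators and 2 target genes. At an adjusted p below 0.01, also stricter by construction, 1802 genes were lower, with 2 ligands, 3 receptors, 11 ciliated and 7 secretory cell markers, and 3 junction genes, 2 of them higher.

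With 1 array left out, genes higher ranged from 2957 to 3214 and lower from 2377 to 2895, ligands from 3 to 4, receptors from 3 to 5, antagonists and modulators from 4 to 6, target genes from 6 to 8, ciliated cell markers from 14 to 24 and secretory cell markers from 9 to 15. Junction genes ranged from 3 to 4, oxidant response genes from 3 to 5 and fibroblast markers from 1 to 4, with the balance turned to higher in some of these. Bmp4 ranged from −1.24 to −0.78 and lost its call without control replicate 1 (−0.82). With the methods' t-test Bmp4, at −1.07, passed neither the unadjusted nor the adjusted threshold.

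Twsg1 was called lower after repeated quantile normalization (−0.47) and with array weights (−0.29), had changes of 0.0034 with equal hybridization controls, 0.14 as the mean of probe sets and 0.19 with x and s probe sets left out, and was called higher by 1 probe set (0.68). It ranged from −0.41 to −0.22 with 1 array left out. With equal hybridization controls the changes were 0.14 for Bmp7, 0.13 for Bmpr1a, 0.32 for Smad5, 0.0049 for Id1, 0.0059 for Trp63, 0.31 for Foxj1 and 0.14 for Ptprc. With the mean of probe sets they were 0.32 for Bmp7 (called higher), 0.21 for Smad5, −0.012 for Pdgfra and 0.010 for Ptprc. With every probe set tested they were 0.97 for Bmp7 (called higher), 0.91 for Smad5 (called higher) and −0.25 for Pdgfra. With a common median they were 0.062 for Smad5 and 0.044 for Foxj1, and with array weights 0.16 for Foxj1 and −0.0020 for Fstl3. With 1 array left out, Chrd ranged from −0.019 to 0.070, Fstl3 from −0.018 to 0.076, Smad5 from −0.10 to 0.026, Smad9 from −0.097 to 0.067, Foxj1 from −0.35 to 0.42 and Pdgfra from −0.022 to 0.18.

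With the replicate block, 3430 genes were higher and 3156 were lower. Samples of the same number correlated in their deviations from the group means with r = 0.068, 0.159 and 0.032 across genes. The other pairings gave r from −0.141 to 0.044, the highest for 48 hpi replicate 3 with control replicate 1. These values do not decide whether samples of the same number were pairs. The main comparison, without a block, was set before the data were examined.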

Differences from the paper's values

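For Twsg1 the paper states a rise in the epithelium. In the brightest probe set of Twsg1, used here, the log2 change was −0.34 (SE 0.12, adjusted p = 0.0642 from limma). Of the alternatives set before the data were examined, testing every probe set called the dimmest probe set of Twsg1 higher (0.68, adjusted p = 0.006 from limma, in a range from 0.006 to 0.99 over the alternatives). The change was also above 0, without a call, for the mean of probe sets (0.14), with x and s probe sets left out (0.19) and with equal hybridization controls (0.0034). The change was below 0 under the other alternatives, and was called lower with repeated quantile normalization (−0.47) and with array weights (−0.29). All of these alternatives use the brightest probe set, which is an s probe set, so they are not independent of each other. The remaining probe sets had changes of 0.68, 0.19 and 0.04. The values therefore do not decide whether Twsg1 rose.

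The paper proposes that the fall in BMP signaling involves higher BMP antagonist levels in both tissues. It also names several antagonists that fall in the mesenchyme or the whole trachea. Over the list of 21 measured antagonists and modulators, 1 was higher (Fst, as the paper states) and 5 were lower in the epithelium. The balance depends on the scaling, with 2 higher and 3 lower with a common median, and 2 higher and 2 lower with equal hybridization controls, both set before the data were examined.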

Other observations

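Of 16 genes of squamous and wounded epithelium 9 were higher and 1 was lower at 48 hpi (9 higher and 2 lower when adjusted over the list alone). With the methods' t-test after adjustment 6 were higher and 0 lower. Limma's camera test gave adjusted p = 0.011 with its preset correlation and 0.5 with an estimated one. Sprr1a, which encodes a cornified envelope precursor, had a log2 change of 3.52 (SE 0.32), Cnfn, which encodes cornifelin, of 2.97 (SE 0.32) and Krt6a, a keratin of wounded epidermis, of 2.77 (SE 0.32). Of 4 luminal keratin genes 3 were higher (3 over the list alone), Krt7 by 0.95 (SE 0.10), Krt8 by 0.43 (SE 0.09) and Krt19 by 0.32 (SE 0.10). The call of Krt19 was lost under 6 alternatives, with changes from 0.23 to 0.66 over all of them. Of 10 multiciliation regulators 2 were higher and none was lower (2 over the list alone), Plk4 (3.10, SE 0.13), which also acts in the centrosome cycle of dividing cells, and Myb (1.19, SE 0.22), and the count depends on the arrays and the scaling. It was 6 higher without 48 hpi replicate 3, 5 higher and 1 lower with array weights, 2 higher and 1 lower without control replicate 1, 5 higher with a common median and with equal hybridization controls, and 1 higher with the methods' t-test after adjustment. Ccno had a change of 1.19 (SE 0.42) and Foxj1 of −0.04 (SE 0.40), and neither was called.

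Of 12 Notch pathway genes 6 were lower and none was higher (6 over the list alone, 2 with equal hybridization controls), among them Hey1 (−1.57, SE 0.14), Notch2 (−1.23, SE 0.10) and Jag1 (−0.51, SE 0.08). Dimmer probe sets of Notch2 (−0.13) and Jag1 (−0.03 and −0.05) were not called. Of 6 tuft cell markers 4 were lower (4 over the list alone, 2 with equal hybridization controls), among them Gng13, which fell by 2.00 (SE 0.19), and Trpm5 (−0.99, SE 0.16). Of 5 ionocyte markers 3 were lower (3 over the list alone, 2 with equal hybridization controls, where 1 was higher), among them Atp6v1c2 (−1.60, SE 0.23) and Ascl3 (−0.92, SE 0.18). Of 4 neuroendocrine cell markers 1 was lower, Scg2, which was not above background and lost its call under 5 alternatives, among them leaving out 48 hpi replicate 2 or 3. Of 21 epithelial cytokine and chemokine genes 2 were higher and 7 lower (the same over the list alone), with 3 higher and 4 lower with equal hybridization controls and 2 higher and 3 lower with the methods' t-test after adjustment. Il33 and Csf2 (1.28, SE 0.15) were the higher ones, both from control levels within background, and Cxcl15 (−3.67, SE 0.23) and Ccl20 (−1.60, SE 0.17) were among the lower. Of 13 immediate early genes, which also respond to tissue dissociation, 10 were lower and none was higher (11 lower over the list alone), among them Junb (−0.99, SE 0.21), Zfp36 (−0.98, SE 0.22) and Dusp1 (−0.72, SE 0.12). The number lower was 6 without control replicate 1 and without control replicate 2, 3 with equal hybridization controls and 1 with the methods' t-test after adjustment. The median change of these genes from control was −1.17 in 48 hpi replicate 3 and −0.48 in the mean of the others. Of 15 genes of the activin and TGF-beta pathway 2 were higher and 7 lower (the same over the list alone), but 2 higher and 2 lower with equal hybridization controls. The counts were 2 higher and 3 lower with the methods' t-test after adjustment, and 0 higher and 4 lower with the mean of probe sets. Inhbb (−2.19, SE 0.37) and Tgfbr3 (−1.70, SE 0.19) were lower and Tgfb1 (0.70, SE 0.11) was higher. The call of Inhbb was lost with the methods' t-test after adjustment, and that of Tgfb1 with the mean of probe sets. A dimmer probe set of Tgfb1 (−0.21) was not called.

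Of 7 EGF receptor ligand genes 2 were higher and none was lower, Ereg (2.78, SE 0.46) and Nrg1 (0.77, SE 0.21), the latter with its call lost under 3 alternatives, among them leaving out control replicate 1 or 3. The control levels of Ereg and Nrg1 lay within background, as did that of Cldn1 below, so the size of these rises is uncertain. Of 7 Yap target genes 4 were lower and 1 was higher, with Ccn2 at −1.59 (SE 0.32) and Ccn1 at −0.92 (SE 0.20). The counts were 0 higher and 1 lower with the methods' t-test after adjustment and 1 higher and 2 lower with equal hybridization controls, and the higher gene, Ajuba, lost its call under 8 alternatives. Of 7 CDK inhibitor genes Cdkn2c (1.04, SE 0.10) and Cdkn2d (0.76, SE 0.12) were higher and Cdkn1c (−0.93, SE 0.08) was lower. Of 13 apoptosis regulator genes 3 were higher (4 over the list alone), Pmaip1 (1.87, SE 0.32), Bak1 (1.35, SE 0.12) and Casp8 (0.81, SE 0.10), and 3 were lower, among them Bcl2l11 (−0.84, SE 0.15), of which 4 other probe sets (−0.39, −0.33, −0.27 and 0.17) were not called. With equal hybridization controls the counts were 4 higher and 0 lower (limma). Of 14 tight and adherens junction genes 2 were higher, Cldn1 (2.05, SE 0.16) and Cldn7 (0.56, SE 0.13), and 3 were lower, among them Cldn8 (−1.68, SE 0.24), with 2 higher and 1 lower without control replicate 1, control replicate 3 or 48 hpi replicate 3. Of 10 oxidant response genes 2 were higher, among them Gsr (0.66, SE 0.08), and 3 were lower, among them Gclc (−0.50, SE 0.11), with 2 higher and 1 lower without control replicate 1. Of 6 smooth muscle markers 1 was lower, Myh11 (−0.43, SE 0.10), which was not above background, and of 3 red blood cell genes none was called by limma (0 at an unadjusted p below 0.05) or by the methods' t-test. The other counts of this paragraph were the same over the list alone.

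With its preset correlation, limma's camera test gave adjusted p = 0.011 for squamous and wound epithelial genes, 0.024 for the Notch pathway, 0.011 for tuft cell markers and 0.0008 for immediate early genes. With an estimated correlation the adjusted p from limma was 0.5, 0.4, 0.47 and 0.63. Of 34 lists, 10 passed the preset test and 0 passed with an estimated correlation. The estimated correlations of BMP receptors (0.0045) and the Notch pathway (−0.00035) were below the preset 0.01, and both lists still missed. Correlation between genes does not account for these misses, so the version with an estimated correlation decides little here. With fry, 15 lists passed the test of a change on balance in 1 direction and 28 passed the test of changes in either direction. The lists for leukocytes, neutrophils, lymphocytes, fibroblasts, cartilage, smooth muscle and endothelium had 5 of 16, 2 of 7, 2 of 9, 1 of 11, 2 of 8, 2 of 6 and 2 of 7 genes above background in control epithelium. At 48 hpi the numbers were 4, 2, 2, 4, 2, 3 and 2.

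The tests on 48 hpi replicate 3 and on basal cell markers were chosen after the results were seen, and the counts of other splits were set before. 48 hpi replicate 3 stood apart from replicates 1 and 2, with correlations of 0.991 and 0.992 to them and array weight 0.389. RNA degradation stays open, as the 3′ minus 5′ signal of the Actb and Gapdh control probe sets was larger by 0.38 and 0.19 than the mean of replicates 1 and 2, and the highest of the group for both. Control replicate 2 had larger values (1.22 and 0.54, against 1.17 and 0.47 in 48 hpi replicate 3) and correlations of 0.993 and 0.996 to its group, which goes against degradation without excluding it. Left-over mesenchymal cells are argued against, with a median difference of 0.078 over 25 fibroblast, cartilage and smooth muscle markers and a highest difference of 0.58. A larger extent of the same change from control may account for part of it, because across genes, which are not independent replicates, the difference of replicate 3 from the others correlated with their change from control (r = 0.536, slope 0.276), but of the multiciliation regulators 7 of 10 differed in the opposite direction. A different stage or severity of repair in that pool was not tested.

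Of 14 basal cell markers 4 were higher and 2 lower (the same counts over the list alone), with Krt14 (3.18, SE 0.34), Krt17 (1.34, SE 0.22), Itga6 (0.80, SE 0.12) and Krt5 (0.69, SE 0.11) higher, Ngfr (−0.66, SE 0.14) and Pdpn (−0.35, SE 0.10) lower, and Trp63 not called (−0.34, SE 0.14, with another probe set called lower, −0.45, SE 0.14). A larger share of basal cells after loss of luminal cells would raise the markers of the list alike, and is argued against as the whole cause, since 6 of 14 differed from the median change of the list by more than 3 SE, 4 above it and 2 below it. A ceiling of the arrays at bright probe sets cannot make markers fall, and 2 of 14 fell past the threshold. With equal hybridization controls and with the methods' t-test after adjustment none did (limma for the former, Ngfr −0.32), so this argument rests on the other settings. Other probe sets of Krt14 (0.80) and Ngfr (−0.24 and −0.20) were not called. The call of Pdpn was lost under 8 alternatives. A change of expression within basal cells may be part of the pattern and was not tested, and a larger share of basal cells beside it stays open.

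Splits of the 6 arrays into 3 and 3 number 10, too few for a share below 0.05. The other splits put control and injured pools in both groups, so the difference between these pools adds to the spread within groups. Few calls were therefore likely in those splits in advance. Their counts are no measure of chance and support none of the results below. In each of the following results the real split was the 1 of 10 with as many calls. It gave 6718 genes, 4 BMP ligands, 5 BMP receptors, 6 antagonists and modulators, 9 BMP target genes, 24 genes of G1/S and DNA replication, 28 genes of G2/M and mitosis, 24 ciliated and 13 secretory cell markers, and the highest of the other splits gave 0 for each.

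Some genes that the paper discusses for the mesenchyme or the whole trachea were measured in the epithelium, and a difference between the tissues was not tested. Chrdl2 and Fstl3, which the paper reports as raised in the mesenchyme, had changes of 0.19 (SE 0.10) and 0.02 (SE 0.09) and were not called, and Chrdl2 was not above background. Bambi and Crim1, reported as lower in the mesenchyme, were also called lower in the epithelium. Chrd, reported as lower in the whole trachea, had a change of 0.03 (SE 0.09) and was not called. Nog had a change of 0.36 (SE 0.13, adjusted p = 0.0605 from limma) and was not above background. Of 6 ligand and receptor genes reported as reduced in the whole trachea at 24 hpi, 5 were lower in the epithelium at 48 hpi, and Bmpr1a was not called.

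Further genes that the paper names had changes of 0.28 (SE 0.09) for Epcam, called higher with its call lost under 8 alternatives (range from 0.14 to 0.63), 0.29 (SE 0.12) for Yap1, of which another probe set rose by 0.83 (SE 0.14, adjusted p = 0.0025 from limma over all probe sets), −0.61 (SE 0.33) for Il6, −0.21 (SE 0.09) for Ptprc and 0.11 (SE 0.13) for Pdgfra. On the probe sets used, the last 4 were not called, and Il6, Ptprc and Pdgfra were not above background.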
